# Improving the Annotation of *Arabidopsis lyrata* Using RNA-Seq Data

**DOI:** 10.1371/journal.pone.0137391

**Published:** 2015-09-18

**Authors:** Vimal Rawat, Ahmed Abdelsamad, Björn Pietzenuk, Danelle K. Seymour, Daniel Koenig, Detlef Weigel, Ales Pecinka, Korbinian Schneeberger

## Abstract

Gene model annotations are important community resources that ensure comparability and reproducibility of analyses and are typically the first step for functional annotation of genomic regions. Without up-to-date genome annotations, genome sequences cannot be used to maximum advantage. It is therefore essential to regularly update gene annotations by integrating the latest information to guarantee that reference annotations can remain a common basis for various types of analyses. Here, we report an improvement of the *Arabidopsis lyrata* gene annotation using extensive RNA-seq data. This new annotation consists of 31,132 protein coding gene models in addition to 2,089 genes with high similarity to transposable elements. Overall, ~87% of the gene models are corroborated by evidence of expression and 2,235 of these models feature multiple transcripts. Our updated gene annotation corrects hundreds of incorrectly split or merged gene models in the original annotation, and as a result the identification of alternative splicing events and differential isoform usage are vastly improved.

## Introduction

*Arabidopsis lyrata* is a predominantly self-incompatible, perennial plant species that diverged from a common ancestor with *A*. *thaliana* approximately 10 million years ago [1]. Despite its evolutionary closeness, its genome size is estimated to be between 230 to 245 Mb, or one and a half times as large as the *A*. *thaliana* genome [2,3]. Except for *A*. *thaliana*, *A*. *lyrata* is the only species within the family of Brassicaceae with a reference assembly exclusively based on high quality dideoxy sequencing. This 207 Mb *A*. *lyrata* reference assembly attributed the difference in genome size between the two species to the accumulation of many small deletions in the *A*. *thaliana* genome primarily in non-coding regions and transposable elements (TEs) [1]. In addition, *A*. *lyrata* has experienced recent genome expansion due to activity of TEs, in particular Copia long terminal repeat (LTR) retrotransposons [1,4,5], which is the basis for species-specific patterns in DNA methylation [6].

As *A*. *lyrata* is the closest fully assembled relative of *A*. *thaliana*, it serves as an important out-group for evolutionary studies within *A*. *thaliana* [7–9]. Moreover, recent advances in sequencing technology have enabled the assembly of an increasing number of Brassicaceae genomes and their close relatives [4,5,10–19], which, together, are leveraged for comparative genomics in this family. Intra- as well as inter-species comparisons, however, heavily rely on the gene annotations of each species involved and high quality annotations even in the non-model species become essential.

Methods for gene model annotation profited considerably from the invention of high-throughput RNA sequencing (RNA-seq) [20,21]. Identification of genuine transcription start and termination sites as well as intron/exon borders is a non-trivial task when using only reference sequences and homology data. Now, information on spliced alignments from RNA-seq data can improve the identification of gene models [22,23] and also enable the annotation of variant isoforms [24]. In particular, the gene annotations of model species have been updated regularly despite only minor changes to the reference genome sequence [25].

The current gene annotation of the *A*. *lyrata* includes 32,670 genes and was generated using a combination of *ab initio* gene prediction, homology to known proteins, as well as gene sequences and expression data from related species [1]. Even though the gene models were analyzed for their expression support using RNA-seq data, gene prediction methods integrating RNA-seq alignment information had not been developed at the time the assembly had been generated. In a recent study, Haudry and colleagues supplemented the original annotation with additional putatively transcribed regions in order to study the conservation of non-coding sequences among related Brassicaceae species [14]. They integrated the results of additional *ab initio* gene predictions, RNA-seq data alignments and homology searches against the genes of *A*. *thaliana* in order to mask potentially un-annotated coding sequences and regions that recently lost coding potential due to mutations.

Building upon the major efforts of the first annotation of *A*. *lyrata* genome (version-1 from hereon) we have updated the gene models using diverse RNA-seq samples. Our annotation (version-2 from hereon) has changed the coordinates of 29,141 of the original 32,670 gene models, removed 1,286 and added 1,295 new models. This update corrected hundreds of gene models, which were wrongly merged or split in version-1, and also separated transposable element genes from other protein coding genes. Finally, we have analyzed the transcriptional response of *A*. *lyrata* to heat stress to show the improved utility of version-2 for the identification of differential isoform usage and pre-mRNA splicing.

## Results and Discussion

### Improving the *A*. *lyrata* gene annotation using transcriptional data

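The counts analysed here come from 5 *A. lyrata* MN47 libraries: 2 of vegetative rosettes, 1 of dissected shoot apices and 2 of complete inflorescences. A separate deposited table covers 2 rosette libraries of *A. thaliana* Col-0. The heat-stressed, recovered and cold-stressed rosettes were not analysed here. The authors deposited the number of reads per gene model, together with values scaled to the library total. A total of 10,556,736 reads (shoot apex) to 28,347,972 reads (inflorescence replicate 1) was counted per *A. lyrata* library. All 32,793 gene models of the count table have the same identifier and coordinates in the deposited version-2 annotation. This annotation is not the same set of models as the one listed in S4 Dataset, where most identifiers and part of the coordinates differ. Names of *A. thaliana* genes were given to *A. lyrata* models through the orthologs that this annotation lists.

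Levels are given in CPM, counts scaled to the total counted in gene models and, where tissues are compared, also by TMM. Tissues were compared with edgeR's quasi-likelihood test on counts scaled by TMM, with 1 mean per tissue and Benjamini-Hochberg adjustment over the 25,465 gene models that passed edgeR's filter on low counts. The shoot apex has 1 library, which is assumed to vary like the rosette and inflorescence duplicates. Table 1 lists shorter reads for the inflorescences than for the shoot apex and the paired WT rosette libraries. Only the inflorescences came from plants described as flowering. Tissue, read length and plant stage can therefore not be told apart in comparisons with the inflorescences. In 15 lists written down before the data were examined (floral organ identity, pollen, photosynthesis and others) were 175 genes. Of these, 164 matched a gene model and 157 were tested. Each list was also tested as a set, with camera and an estimated correlation between genes. That set test rests on 2 residual degrees of freedom. It passed no list, even where every tested member changed, so its p values cannot decide. A gene model with no read in either library of a tissue was set to a floor of 3 counts per library to give a lower bound of its fold change. Intervals and floors cover counting error only. The labels do not say that replicates came from separate plants, so the adjusted p values measure the spread between libraries. In data simulated from these libraries, 66 to 67 genes each were changed by 1, 2 and 3 on the log2 scale between inflorescences and rosettes. The test found 12.1%, 74.6% and 94.0% of them and called 9 of 24,237 unchanged genes. Far fewer genes were changed than were called in the real comparison, so these shares need not hold there.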

We sequenced the transcriptome of various *A*. *lyrata* aerial tissues, including whole rosettes, dissected shoot apices, complete inflorescences, as well as vegetative rosettes exposed to cold and heat stress (see Materials and Methods). In total, we generated over 290 million single-end, strand unspecific short reads using Illumina sequencing technology after poly-A purification (Table 1). Short reads were aligned to the *A*. *lyrata* reference assembly [1] using Bowtie v2.1.0 [26] and the splice junction mapper TopHat v2.0.9 [27] (see Materials and Methods). We could align 89% of all reads, out of which 85% aligned uniquely and were used for further analysis. The proportion of unaligned reads was comparable to the proportion of unaligned reads in similar experiments with *A*. *thaliana*, which presumably has one of the most complete reference genome sequences. Over 10% of the aligned reads matched to putative intergenic regions indicating that some gene models may have been missed in the original version of the *A*. *lyrata* gene annotation. 

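The counts in gene models of the deposited version-2 annotation came to 79.9% and 79.7% of the library total in the rosettes, 80.1% in the shoot apex and 81.5% and 81.0% in the inflorescences. Counting error is small at these depths (95% Clopper-Pearson interval 81.52% to 81.54% in inflorescence replicate 1). The library total is the one that the authors' scaled values imply, from 13,175,887 in the shoot apex to 34,769,182 in inflorescence replicate 1. In both inflorescence libraries it exceeds the raw reads of Table 1, so the shares are shares of this total and not of sequenced reads, and what makes up the rest was not analysed here. In the *A. thaliana* rosettes the share in TAIR10 genes was 96.8% and 96.5%. The 5 gene models with most reads took 4.76% and 6.10% of the counted reads in the rosettes, 2.04% in the shoot apex and 2.50% and 1.99% in the inflorescences. The highest mean levels in the rosettes were those of the light-harvesting genes *LHB1B2*, *CAB1* and *CAB2*, of AL7G50640, for which no ortholog is listed, and of Rubisco activase.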

Visual inspection of these intergenic alignments revealed the expected patterns for spliced transcripts indicating instances of unidentified gene models and cases where transcription exceeded known gene boundaries (see Fig A in S1 Dataset).

**Table 1:** Short read statistics (read numbers in millions).

Tissue	Sample	Read length (bp)	Raw reads	Reads aligned	Reads aligned uniquely (full-length alignments)	Reads aligned uniquely (spliced alignments)
Rosette (WT)	Rep 1	96	16.0	11.9	8.3	3.0
Rosette (WT)	Rep 2	96	12.0	9.1	6.0	2.7
Rosette (Heat stressed)	Rep 1	96	17.6	13.1	9.7	3.4
Rosette (Heat stressed)	Rep 2	96	5.9	4.6	3.1	1.2
Rosette (Recovered)	Rep 1	96	15.6	12.6	5.6	4.1
Rosette (Recovered)	Rep 2	96	5.8	4.5	2.8	1.3
Shoot apical meristem (WT)	Rep 1	101	14.5	12.7	7.5	3.6
Rosette (WT)	Rep 1	101	19.6	17.5	9.3	5.6
Rosette (WT)	Rep 2	101	18.1	16.2	9.3	4.8
Inflorescence (WT)	Rep 1	75	32.0	30.2	12.9	9.3
Inflorescence (WT)	Rep 2	75	32.0	29.5	12.6	9.0
Rosette (WT and cold stressed)	Rep 1	75–100	102.7	96.7	59.7	24.6
			291.8	258.6	146.8	72.6

New gene models were predicted from short read alignment data using Cufflinks 2.1.1 [22] independently for each tissue. In total, Cufflinks predicted 31,194 distinct gene models across all samples. An additional RNA-seq alignment-guided gene prediction using Augustus v.3.0.1 [28] identified 40,728 gene models, including 27,830 genes, which were supported by at least five RNA-seq reads. Moreover, 30,483 and 30,837 of Augustus predicted gene models overlapped with version-1 and Cufflinks predictions, respectively (see Materials and Methods and Fig B in S1 Dataset).

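Most Augustus models of the deposited annotation had reads in the 5 libraries analysed here. Of 31,303 Augustus models, 27,152 (86.7%, 95% Clopper-Pearson interval 86.4% to 87.1%) had at least 5 reads in at least 1 library, and 20,104 (64.2%) had them in every library. The inflorescences had most such models, 25,778 and 26,274, against 22,196 and 20,870 in the rosettes and 22,626 in the shoot apex. These numbers are not corrected for depth, which was greatest in the inflorescences. No read fell on 1,899 Augustus models. Among Augustus models without transposable element (TE) content, 89.7% had at least 5 reads in at least 1 library. The paper counted a model with 5 or more reads as expressed irrespective of its length, and kept Augustus models with evidence of transcription or with an overlap to version-1 models.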

We combined 31,793 Augustus gene models with evidence of transcription or that overlapped with version-1 gene models to update the *A*. *lyrata* gene annotation (Fig 1A). 

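The version-1 models that stand in the deposited annotation under the source JGI were short and had few reads. There were 305 of them, with a median length of 425 bp. An *A. thaliana* ortholog is listed for 289 (94.8%). At least 5 reads in 1 or more of the 5 *A. lyrata* libraries were found for 18 of the 305 (5.90%, 95% Clopper-Pearson interval 3.53% to 9.17%), and for 17 of those with an ortholog. In the rosettes 0 of the 305 reached 5 reads, which allows a share of up to 1.20%, against 1 in the shoot apex and 6 and 14 in the inflorescences. Depth, greatest in the inflorescences, was not corrected for here. No read in any library was found for 180 of these version-1 models (59.0%).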

To ensure that we were not excluding any true gene models in version-1, we included 1,430 version-1 gene models that were not overlapping with any of the new gene models, but showed either evidence of expression or featured an ortholog in at least one of the Brassicaceae species *A*. *thaliana* [29], *Capsella rubella* [4], *Brassica rapa* [10], *Schrenkiella parvula* [11] and *Arabis alpina* [5]. This increased the number of gene models to 33,223 (see Materials and Methods). To identify and to correct cases where incorrect gene models may have been introduced into the version-2 annotation, we utilized the very close phylogenetic relationship between *A*. *lyrata*, *A*. *thaliana* and *C*. *rubella*. We compared all gene models that were considerably different between version-1 and version-2 to *A*. *thaliana* and *C*. *rubella* orthologs (see Materials and Methods). If the length of the version-1 open reading frame was closer to that of the orthologs, we retained the version-1 gene model. This resulted in 548 version-2 gene models being replaced with 688 of the original version-1 gene models (Fig 1B). After additional removal of redundant gene models we obtained a final set of 33,221 non-redundant gene models.

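The deposited annotation holds 31,963 protein coding gene models from Augustus, Cufflinks and version-1. The 355 Cufflinks models had a median length of 616 bp, against 2,118 bp for the Augustus models. They carry no coding region, and no *A. thaliana* ortholog is listed for any of them. The paper searched for orthologs at protein level, which needs a coding region. At least 5 reads were found for 60.6% and 73.2% of the Cufflinks models in the inflorescence replicates, 25.9% and 22.5% in the rosettes and 28.2% in the shoot apex. These shares are not corrected for depth: the inflorescence libraries held 28,347,972 and 26,047,279 counted reads, the rosettes 14,440,792 and 13,340,336 and the shoot apex 10,556,736. Augustus models had a listed ortholog in 69.8% of cases. Scaffold 1 carries the most of all protein coding models, 5,367, and scaffold 2 the fewest of the 8 chromosome scaffolds, 2,902. A further 1,047 lie on other scaffolds.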

**Fig 1:**
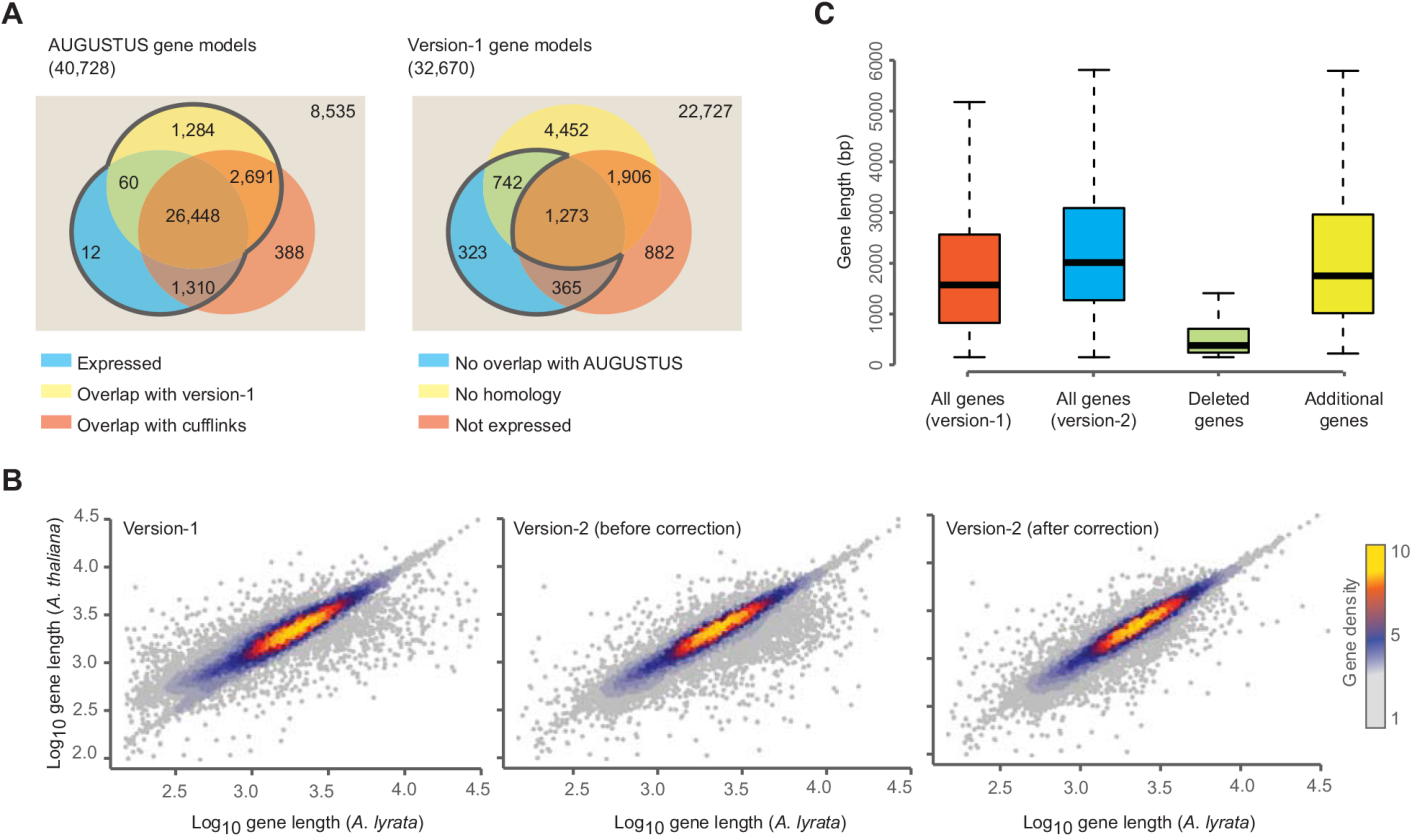
Updating the gene model annotation of *A*. *lyrata*. **(A)** Left, version-2 gene models predicted by Augustus [28]. Number of gene models overlapping with version-1 (yellow), genes predicted with Cufflinks (red), and genes with expression evidence (blue). Right, gene models of the version-1 annotation. Number of models without overlap to version-2 models (yellow), without orthologs in five other Brassicaceae (red), and without significant expression evidence (blue). **(B)** Correlation of the lengths of *A*. *lyrata* gene models with the length of their orthologous gene models in *A*. *thaliana*. Left, *A*. *lyrata* version-1 gene models. Correlations using version-1 gene models (left), version-2 gene models before (middle) and after (right) the homology-based correction of gene models. **(C)** Length distribution of gene models including genes that were removed or newly added in the version-2.

Based on a recent annotation of *A*. *lyrata* TEs [14] and sequence similarity to TE genes of *A. thaliana [25]*, we annotated 2,089 of the protein coding gene models as TE protein coding genes (see Materials and Methods). 

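The deposited annotation marks 4,200 protein coding gene models as containing a TE, 13.1% of all. These TE coding gene models were longer than the other models (median 2,937 bp), 92.4% of them were multi-exonic, and 33.8% have a listed *A. thaliana* ortholog. The TE coding models with the highest mean level included ones with orthologs of known function in photosynthesis and nitrogen assimilation. *PSBQA*, a subunit of the oxygen-evolving complex, had 29,560 and 33,241 reads in the rosettes and 5,564 and 5,707 in the inflorescences. *GS2*, the plastid glutamine synthetase, had 22,850 and 21,076 reads in the rosettes, and AL3G52430, for which no ortholog is listed, had 30,741 in the shoot apex. At least 5 reads in at least 1 library were found for 67.4% of the TE coding models (95% Clopper-Pearson interval 66.0% to 68.8%) and for 88.7% of the others (88.3% to 89.1%). With a listed ortholog, 87.3% of the TE coding models reached 5 reads, and without one 57.2%. TE coding models took 4.87% and 5.25% of the counted reads in the rosettes, 7.84% in the shoot apex and 5.43% and 6.01% in the inflorescences.

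Of 2,358 TE coding models tested, 363 were higher and 369 lower in the inflorescences than in the rosettes at an adjusted p under 0.05 from edgeR's quasi-likelihood test (15.4% and 15.6%). Of the 23,105 other models, 17.8% were higher and 16.8% lower. The TE coding counts were 765 and 261 without scaling beyond library totals, 613 and 533 without rosette replicate 1, 548 and 538 without rosette replicate 2, 42 and 18 without inflorescence replicate 1 and 49 and 30 without inflorescence replicate 2.

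**Figure D1:**
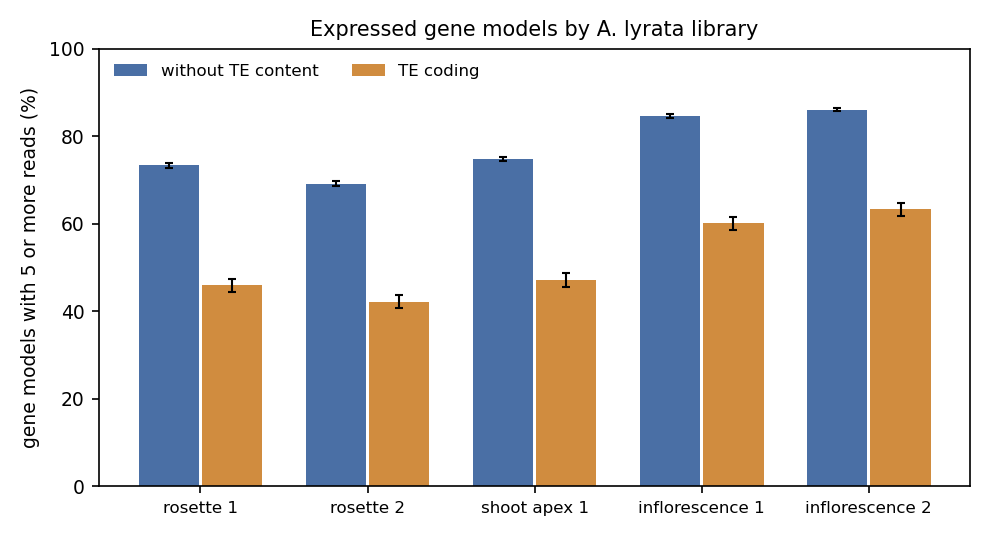
Percent of gene models with 5 or more reads in each *A. lyrata* library, for models without TE content and TE coding models (error bars: 95% Clopper-Pearson intervals). TE coding models lie between 42.1% and 63.3% and the others between 69.1% and 86.0%. The shares are not corrected for depth.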

Without these, version-2 comprised of 31,132 gene models, which is ~13% more than in *A*. *thaliana* [25]. 

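Without models that contain a TE, the deposited annotation holds 27,763 protein coding gene models. The *A. thaliana* reference annotation has 27,444 protein coding genes on chromosomes 1 to 5. On these counts *A. lyrata* has 1.16% more models, or 16.5% more with the TE coding models. The 27,763 models include 312 from Cufflinks, which carry no coding region. The 27,451 models with a coding region are close in number to the *A. thaliana* genes. Orthologs are listed for 20,722 of the models without TE content, and 20,821 distinct *A. thaliana* genes are named for them. Over all models, 80.8% of the *A. thaliana* protein coding genes are named as an ortholog, and no *A. thaliana* gene is named for 2 or more *A. lyrata* models. The paper paired genes by reciprocal best hits, which leaves little room for such cases, so this does not speak to duplicated genes. Among the models without TE content, 93.7% of those with a listed ortholog and 74.1% of those without had at least 5 reads in at least 1 *A. lyrata* library.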

Although tRNA genes were described in the original analysis of the *A*. *lyrata* genome [1], version-1 lacks information regarding these loci. 

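Genes for proline tRNA are the most numerous of the tRNA genes in the deposited annotation, with 77, and those for histidine tRNA the fewest among the amino acids, with 11. Serine tRNA has 50 genes, glycine and leucine tRNA 45 each and tyrosine tRNA 44, all of the last with the anticodon GTA. The genes of the amino acids number 626 and carry 50 distinct anticodons. The other 34 are 28 predicted pseudogenes, 3 suppressor tRNAs and 3 of undetermined type. Median length is 73 bp, and 154 of the tRNA genes overlap a protein coding model. Over the 5 *A. lyrata* libraries, which were made from poly-A purified RNA, 5 reads in all were counted on 3 tRNA genes. How reads on overlapping models were counted is not known, so low counts may also come from the counting.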

By rerunning tRNAScan [30], we identified 660 tRNA genes coding for all 20 amino acids. For completeness, we also incorporated 170 recently published miRNA genes into the new annotation file [31].

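Few of the miRNA genes reached 5 reads in the poly-A libraries. At least 5 reads in at least 1 of the 5 *A. lyrata* libraries were found for 10 miRNA genes (5.88%, 95% Clopper-Pearson interval 2.86% to 10.55%), with 316 reads in all. AL3G30830 on scaffold 3 (7,799,851 to 7,800,143) had 10 and 6 reads in the rosettes, 19 in the shoot apex and 30 and 28 in the inflorescences. AL2G29010 on scaffold 2 had 3 and 0 reads in the rosettes, 1 in the shoot apex and 31 and 18 in the inflorescences. No read was counted on 128 miRNA genes (75.3%). A protein coding model overlaps 66 of the miRNA genes, but none of the 10 with at least 5 reads. Without strand information reads of overlapping genes cannot be told apart, and how such reads were counted is not known.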

Altogether, we updated the coordinates of 29,141 of the original gene models, removed 1,286 entire (mostly short) gene models, and added 1,295 new models (Fig 1C). Only 2,243 remained unaltered (including 688 version-1 gene models re-introduced due to their superior similarity to orthologs). The new annotation accounted for 31,132 non-TE related gene models including 27,084 multi-exonic genes of which 2,236 featured at least one alternative isoform (Table 2).

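In the deposited annotation 22,497 gene models without TE content are multi-exonic (81.0%) and 5,266 have a single exon. A multi-exonic model has a median of 5 exons. More than 1 transcript is annotated for 1,749 models, of which 1,728 are multi-exonic. Most of these, 1,542, have 2 transcripts, 177 have 3, 23 have 4, 4 have 5 and 3 have 6. The models without TE content have 29,759 transcripts, and all protein coding models together have 34,560.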

**Table 2:** Comparison of version-1 and version-2 annotations.

	# version-1	# version-2
Gene models	32,670	33,221
Predicted transcripts	32,670	35,805
Protein coding genes	32,670	31,132
TE coding genes	-	2,089
miRNA genes	-	170
tRNA genes	-	660
Featuring ortholog (in at least one Brassicaceae)	23,996	24,146

### Validating differences in gene model structure

Even after the above-mentioned homology-based gene length adjustments, we found cases where the corresponding gene models from the two annotations varied drastically in length. This included instances where multiple version-1 gene models were fused to form a single gene model in version-2 or vice versa (Fig 2). 

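The deposited models at both loci of Fig 2 had reads in rosettes. There are 2 models at the split locus and 1 at the merged locus. The split locus lies on scaffold 1. AL1G21880 (4,425,972 to 4,428,386, 2 exons, ortholog AT1G11120) had 27 and 33 reads in the rosettes, 120 in the shoot apex and 438 and 396 in the inflorescences. AL1G21890 (4,429,622 to 4,430,615, 1 exon, ortholog AT1G11125) had 11 and 3 reads in the rosettes and 48 in the shoot apex. S5 Dataset lists the same coordinates under the identifiers AL1G22110 and AL1G22120. The merged locus, also on scaffold 1, is AL1G27640 (6,688,930 to 6,691,214, ortholog AT1G15825), labelled AL1G27980 in S5 Dataset, where it ends at 6,691,258. It is annotated as 1 exon of 2,285 bp and had 409 and 244 reads in the rosettes, 111 in the shoot apex and 127 and 104 in the inflorescences. From the reverse transcription-PCR across these loci, which bridged the merged pair and not the split one, the paper concludes that the version-2 structures hold.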

In total, 161 version-1 genes were split (accounting for 530 genes in version-2) and 1,729 version-1 gene models were merged (accounting for 775 gene models in version-2). 

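S5 Dataset lists 28 loci at which gene models were split or merged between the versions. At 14 of them version-1 models were merged, and each of these overlaps exactly 1 model of the deposited annotation. The other 14 were split and fall on 28 deposited models. The coordinates in S5 Dataset and the deposited annotation are identical for 7 of the 14 merged and 19 of the 28 split models. Reads in rosettes, the tissue used for the PCR, were counted on most of them. At least 5 reads in both rosette libraries were found for 13 of the merged models (median of the mean rosette count 285) and 22 of the split ones (median 60.5). Among the merged loci, *AOC4*, an allene oxide cyclase gene of jasmonate synthesis, had 529 and 827 reads in the rosettes, and the transporter gene *UMAMIT44* had 889 and 628. Among the split loci, the model of the Dicer gene *DCL2* had 1,692 and 1,117 reads and its neighbour AL3G12890 had 373 and 262. *LEW1* and *MED32*, a subunit of Mediator, had 135 and 121 and 81 and 70 reads. At a locus on scaffold 1, AL1G21600 and AL1G21610 had no read in either rosette.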

We randomly selected 14 version-1 gene models that had been split into multiple gene models in version-2, and another 14 gene models that had been merged in version-2, for PCR validation (see Fig C and D in S1 Dataset). One split case did not yield gDNA bands indicating a technical problem in primer design. For three merge cases we obtained cDNA bands of the expected size, but were not able to amplify genomic DNA for primer validation. This was most likely due to large gDNA amplicon size (2.4–5 kbp) and rendered the results of these cases inconclusive. For all 24 remaining cases, PCR results fully confirmed the annotation of the new gene models.

**Fig 2:**
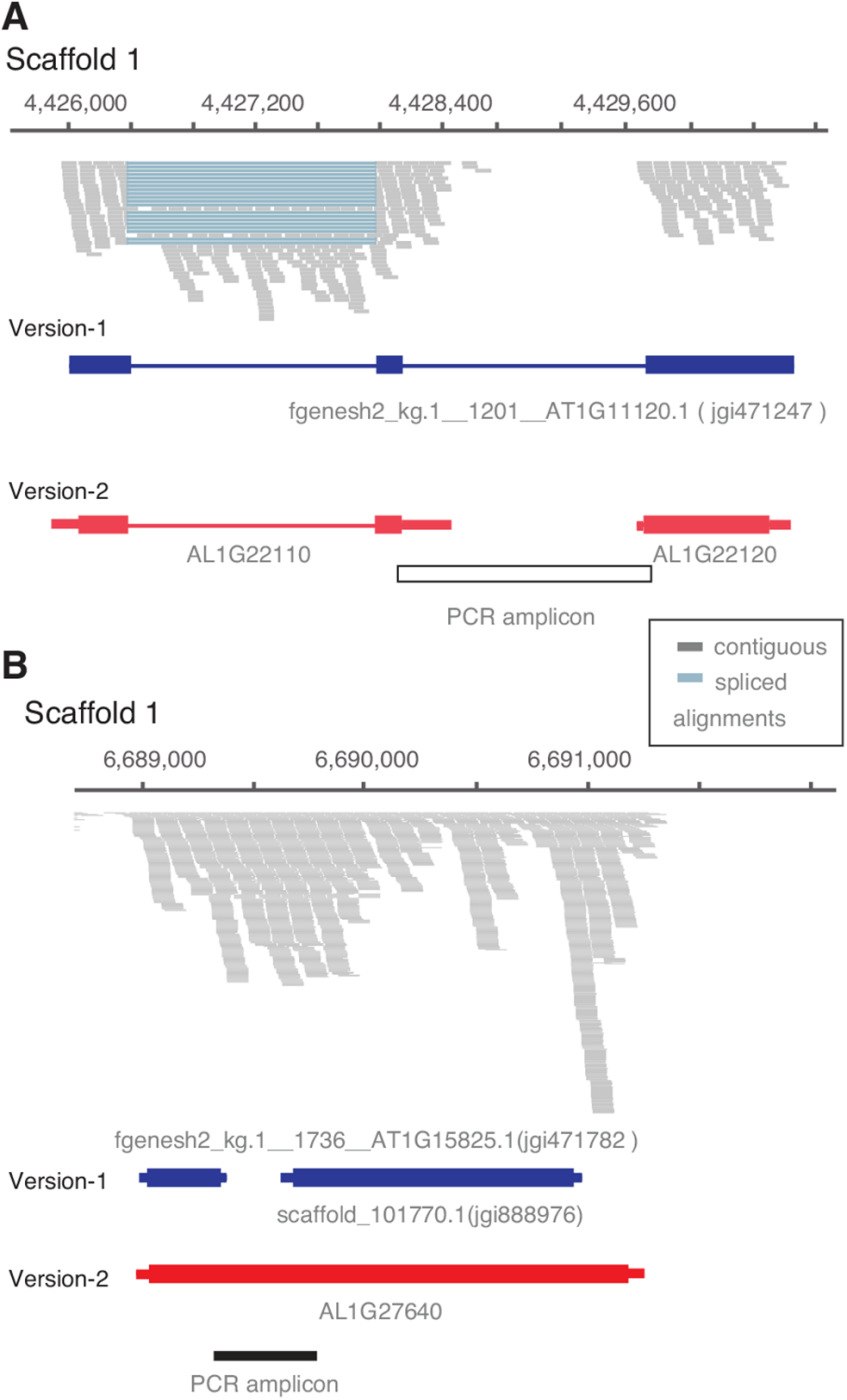
Examples of version-1 gene models split and merged in *A*. *lyrata* gene annotation version-2. **(A)** Example of a gene model that was split into two gene models in version-2. Reverse transcription-PCR could not confirm the connection of both. **(B)** Example of version-1 gene models that were merged during the annotation update. Reverse transcription-PCR confirmed presence of a transcript bridging the two version-1 genes.

### *A*. *lyrata* version-2 annotation in contrast to other Brassicaceae annotations

For both *A*. *lyrata* annotations we predicted orthologous relationships between *A*. *lyrata* and five other Brassicaceae species (see Materials and Methods). 

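Gene models with a listed *A. thaliana* ortholog make up 74.6% of the models without TE content in the deposited annotation, and 69.3% of all protein coding models. Orthologs in the other Brassicaceae were not used here. Coding regions of the paired genes were of similar length: across 20,585 pairs, Pearson's r of coding length was 0.972 (Spearman's rho 0.970), and 79.9% of the *A. lyrata* coding regions were within 10% of their ortholog's. For gene length r was 0.916. These are correlations across genes, which are not independent replicates. The median ratio of gene length between *A. lyrata* and *A. thaliana* was 0.954.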

Using version-2 gene models, 77.5% of genes had an ortholog in at least one species (24,146 out of 31,132) (Fig 3A), compared to 73% for version-1 (23,996 out of 32,670) (see Fig E in S1 Dataset). The number of genes with orthologs in all five Brassicaceae was also slightly higher for version-2 with 15,105 genes versus 14,850 genes with version-1.

**Fig 3:**
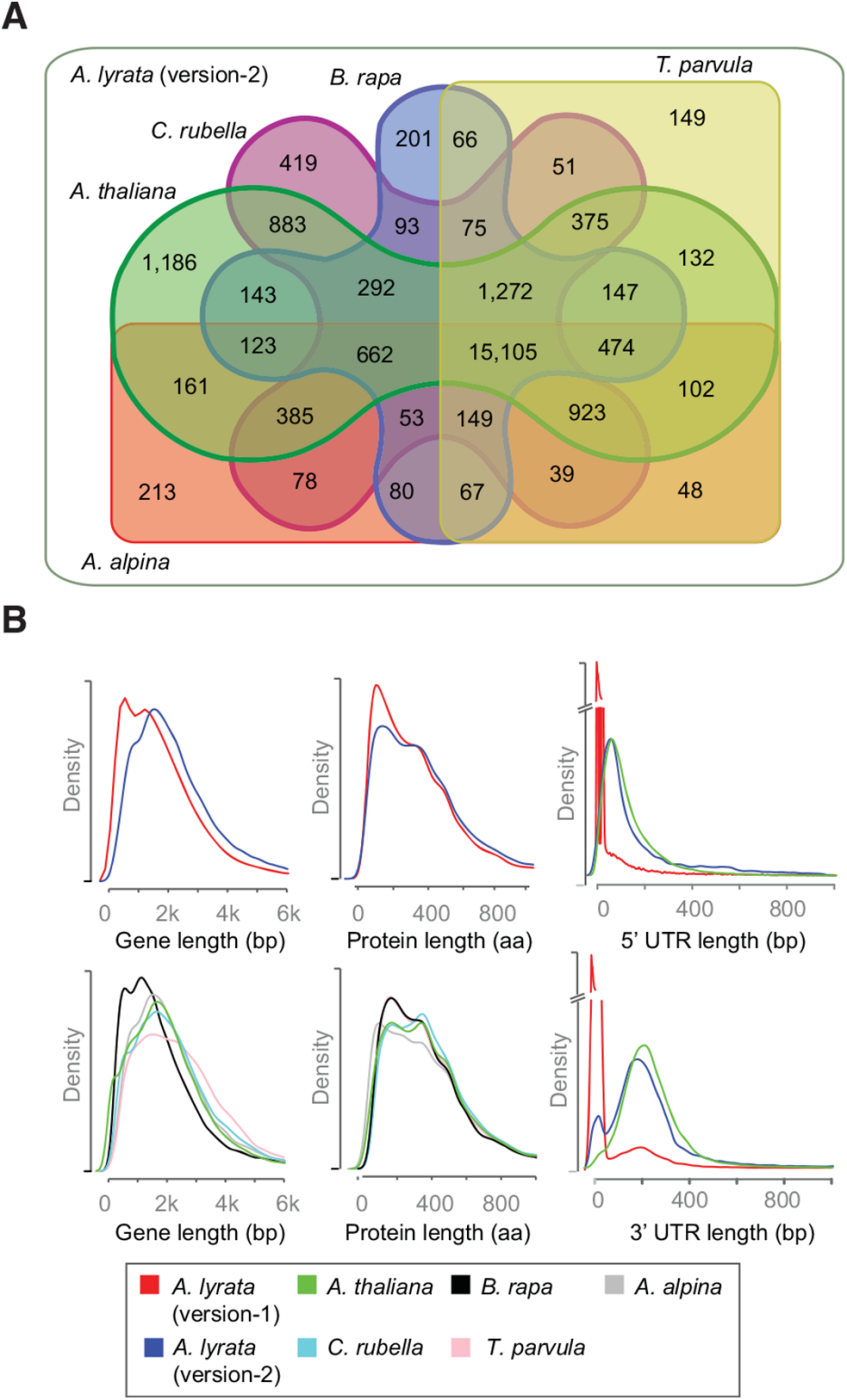
Comparing the *A*. *lyrata* gene annotation version-2 with the annotations of five other Brassicaceae. **(A)** Orthologous gene models shared between *A*. *lyrata* (version-2), *A*. *thaliana* [29], *A*. *alpina* [5], *B*. *rapa* [10], *C*. *rubella* [4] and *S*. *parvula* [11]. **(B)** Gene, Protein and UTR length distributions of above-mentioned species including the new and old *A*. *lyrata* annotations. UTR distribution is only shown for *A*. *lyrata* and *A*. *thaliana* because of poor UTR annotation in some of the other species.

The removal of many short gene models in version-2 changed the distribution of gene model lengths (Figs 1C and 3B). 

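Gene models without TE content had a median length of 1,998 bp in the deposited annotation, with quartiles of 1,295 and 2,985 bp. The 100 bp bin with the most of them ran from 1,501 to 1,600 bp and held 1,066 models. A kernel density put the mode at 1,566 bp. *A. thaliana* protein coding genes had a median of 2,078 bp, and their fullest bin ran from 1,801 to 1,900 bp. Models shorter than 1,000 bp made up 16.1% of the *A. lyrata* models and 15.9% of the *A. thaliana* genes. Among TE coding models 6.88% were that short. The first part of S3 Dataset, the only part used here, lists 780 removed version-1 models with a median length of 386 bp, and 85.9% of them were shorter than 1,000 bp.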

Version-1 has an excess of gene models shorter than 1 kb with a second mode around 1.5 kb, which describes a bimodal distribution that was only reflected by gene length distribution of *B*. *rapa* In contrast version-2 had only a single mode around 1.7 kb, similar to the four other species. 

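Coding regions of the models without TE content had a median of 333 codons in the first transcript, with quartiles of 187 and 508. *A. thaliana* protein coding genes had a median of 334 codons, with quartiles of 192 and 508. Coding regions shorter than 100 codons were found in 9.13% of the *A. lyrata* models and in 7.91% of the *A. thaliana* genes. In 99.5% of the *A. lyrata* models the coding length was a multiple of 3. The Cufflinks models carry no coding region and were left out.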

The length distribution of predicted protein sequences in version-1 had also been distinct from the other Brassicaceae species, and this discrepancy largely disappeared with version-2. A third factor that contributed to the length differences between the genes of version-1 and version-2 were differences in UTR annotations (Fig 3B). 

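Nearly all Augustus models of the deposited annotation have untranslated regions. Of the 27,451 models without TE content that have a coding region, 140 (0.510%) lack both a 5′ and a 3′ UTR in every transcript, 250 lack a 5′ UTR (0.911%) and 258 a 3′ UTR (0.940%). Of the 140 models, 139 are version-1 models, 49.1% of the 283 version-1 models in this class, and 1 is an Augustus model. The median length of the 5′ UTR was 103 bp and that of the 3′ UTR 192 bp. In *A. thaliana* these medians were 167 and 248 bp, and 11.2% of the protein coding genes have neither UTR in the first transcript.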

In version-1 33% of the genes were annotated without UTR information, however, in version-2 only 5% remained witout 3’ and 5’ UTR annotation. The absolute and relative contributions of individual features are shown in Fig F in S1 Dataset. 

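Gene models without TE content cover 66.0 Mb of the *A. lyrata* assembly in the deposited annotation. Coding regions cover 32.8 Mb of this (49.7%), UTRs 9.94 Mb (15.1%) and introns 23.0 Mb (34.9%), where each base is counted once and in favour of exons over introns and of coding over untranslated sequence. With the TE coding models, genes cover 81.2 Mb, coding regions 40.3 Mb, UTRs 11.4 Mb and introns 29.2 Mb.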

Though, absolute increase in genomic space for all gene features was observed but CDS and UTRs are benefited the most. We also observed little decrease in intronic genome space, which can be explained by introduction of splice variants previously missing from version-1 annotation.

Whether the bimodal distribution in *B*. *rapa* reflects similar ambiguity in gene annotations, or mirrors particular characteristics of *B*. *rapa*, including its ancient genome triplication and subsequent fractionation, is not known.

### New annotation enabled improved identification of alternative splicing events

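Alternative 3′ splice sites are the most frequent difference between annotated isoforms. Between the first 2 transcripts of the models without TE content that have more than 1, the 3′ splice site of an intron differs in 812 models (46.4%) and the 5′ splice site in 240 (13.7%). An intron is retained in 265 models (15.2%) and an exon is skipped in 162 (9.26%). The class of alternative first or last exons holds 296 models (16.9%). It also takes differences that no other class fits, so not all of these need lie in a first or last exon. A further 42 models differ only in their ends or coding region. With every transcript compared with the first one, alternative 3′ splice sites are still the most frequent class (829 models, 47.4%). Reads per isoform were not analysed here.

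**Figure D2:**
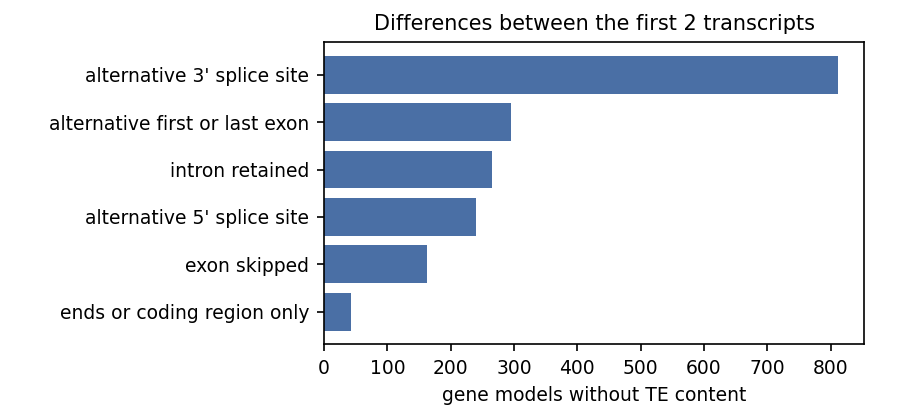
Number of gene models without TE content in each class of difference between their first 2 transcripts. A model can fall into more than 1 class, and the class of first or last exons also takes differences that no other class fits. Alternative 3′ splice sites lead with 812 models.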

The availability of multiple isoforms from individual gene models in version-2 enables quantitative expression comparisons between annotated isoforms. We analyzed RNA-seq data from *A*. *lyrata* rosette tissues from untreated (WT), heat stressed (HS), and recovered (REC) samples in duplicate (see Materials and Methods). We first analyzed the data for differential gene expression using Cuffdiff v.2.0.2 [32]. WT and REC differed from HS at 3,114 and 2,962 genes, whereas only 106 genes differed between WT and REC. This indicates, as expected, a strong effect of heat stress on gene expression (see Materials and Methods). Cuffdiff was also used to estimate differential expression between isoforms. We identified differential isoform expression at 283, 15 and 119 genes when comparing WT with HS, WT with REC, and HS with REC, respectively. In contrast, as version-1 does not include different isoforms, which are prerequisite for isoform expression analysis as implemented in Cuffdiff, it was not possible run this analysis using version-1.

We investigated differential splicing using a second tool, MATS v3.0.8 [33], which does not rely on prior isoform annotations and only identifies differences in individual splicing events, but not between entire transcripts. With version-2, MATS identified 177, 0 and 130 differential splicing events distributed over 187 distinct gene models in the three comparisons (Fig 4; see Materials and Methods). MATS reported only 99, 1 and 67 events affecting 103 gene models using version-1. The overlap of different splicing events was very high (95 out of 103 (version-1) and 187 (version-2) gene models). Thus, almost all gene models with differential splicing events predicted based on version-1 were also predicted using version-2, however, the results based on version-2 revealed many more gene models. This was partially due to newly added genes (10 cases), but the most improvement came from the updates to exon-intron boundaries of existing gene models indicating that the new gene annotation improved the overall utility of this resource.

**Fig 4:**
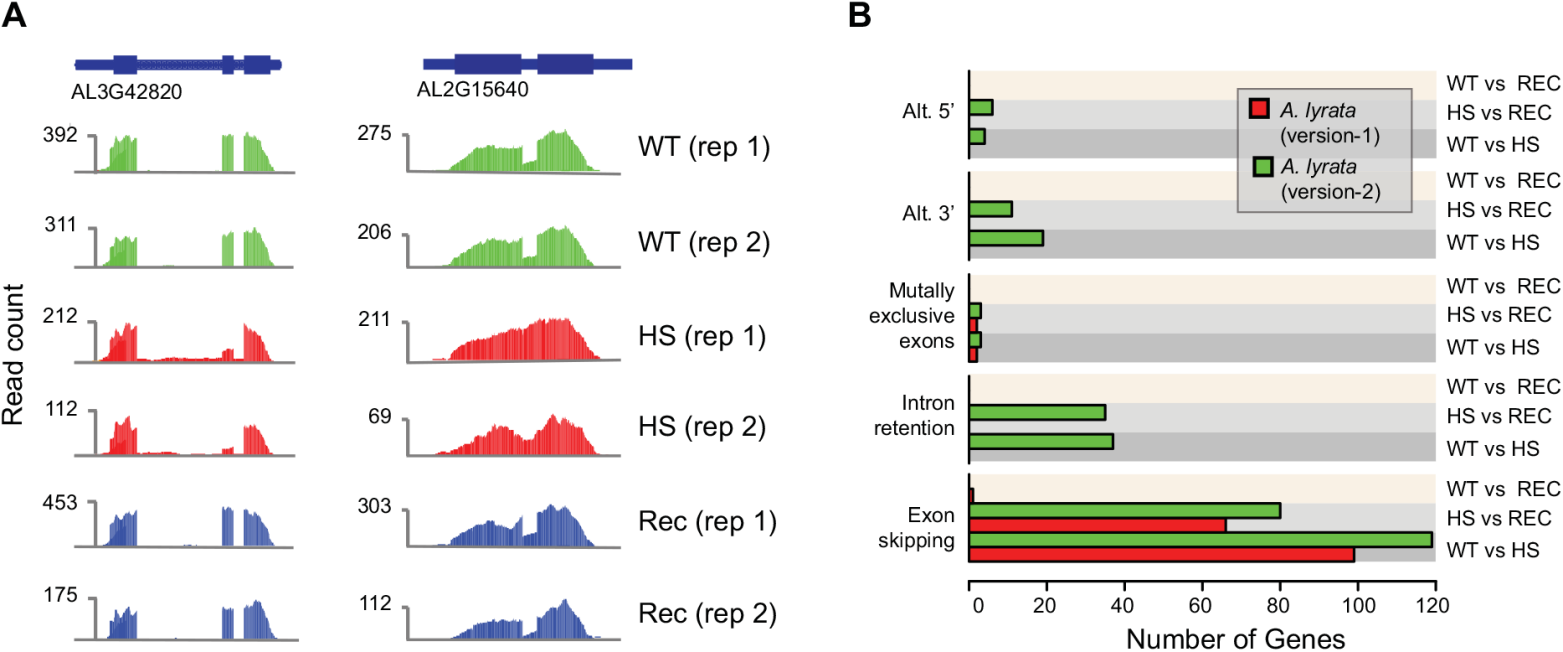
Heat stress induces alternative splicing events. **(A)** Examples of differentially expressed isoforms in response to heat stress in *A*. *lyrata*. AL3G42820 expresses a second isoform that lacks the middle exon in heat-treated samples (HS). Transcripts from wild-type (WT) and recovery (REC) samples contain all three exons. AL2G15640 retains an intron in response to heat stress (HS) while wild-type (WT) and recovery (REC) samples show partial intron splicing. **(B)** Number of differential splicing events, including alternative 5’ and 3’ splice sites, mutually exclusive exons, intron retention, and exon skipping events identified with MATs based on version-1 and version-2 annotations.

The isoform-dependent (Cuffdiff) and-independent (MATS) analyses identified only 37 common gene models. Even though Cuffdiff revealed fewer events as compared to the MATS analysis, it did identify 100 genes with differential isoform usage that were not included in the set of genes with multiple isoforms. This suggests that differential isoform expression analysis profits from prior isoform annotation, however, should not only rely on existing isoforms.

### Availability of the annotation and gene naming conventions

The version-2 annotation can be found in S2 Dataset. The gene identifiers have been updated following the annotation principles applied to *A*. *thaliana* [29]. 

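Identifiers in the deposited annotation follow the order of genes along the scaffolds. Of 32,373 consecutive pairs of genes on the same scaffold, tRNA and miRNA genes included, 32,369 (99.99%) differ by exactly 10 in their number. The lowest number on a scaffold is 10010. Scaffolds 1 to 8 carry 31,728 genes (96.8%), and the other 1,065 lie on unanchored scaffolds. A single identifier, AL1105U10010, names another scaffold than the one its gene lies on, which is scaffold 1089 (1 to 1,125).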

Gene numbering follows the physical order of genes on chromosomes, where each gene is named “AL” followed by scaffold number, then a “G” (for the first 8 scaffolds corresponding to the eight chromosomes) or “U” (for unanchored scaffolds) and finally a unique number incremented by 10, to leave flexibility for genes that were missed in this annotation. Genes that were removed from version-1 can be found in S3 Dataset. A mapping of the gene model identifiers of version-1 to version-2 can be found in S4 Dataset.

## Conclusions

The updated annotation includes 31,132 gene models with 35,805 transcripts. We also reported 1,304 gene models that were erroneously split or merged in the previous annotation. Validation of these models strongly supported our updates highlighting the importance of employing species-specific RNA-seq data for annotating genomes.

We also provided a first annotation of alternative splicing events in *A*. *lyrata*. Using RNA-seq samples for a heat stress experiment we demonstrated the improved utility of the version-2 annotation for differential isoform expression studies. This revised genome annotation advances the reference sequence of *A*. *lyrata* as a community resource for comparative and functional studies.

## Material and Methods

### Plant material

*Arabidopsis lyrata* subsp. *lyrata* MN47 plants were grown in soil under long day conditions (16 hours light, 21°C: 8 hours dark, 16°C). Vegetative rosettes and dissected shoot apices of three week old plants and entire inflorescences of flowering plants were harvested as mock treated samples. 

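Genes of flower, anther and pollen development were higher in the entire inflorescences than in the vegetative rosettes, in many cases from no read in the rosettes. Of 13 genes of floral organ identity, 11 were higher and the other 2 did not pass the test (12 higher when adjusted over the list alone; adjusted p = 0.224 with an estimated correlation). Their median log2 fold change was 8.03, or 6.40 with the genes that had no rosette read at their lower bound. *AP1* (AL2G26800), which gives flower meristems, sepals and petals their identity, had 125 CPM ± 4.08 (SD, n = 2) in the inflorescences and no read in the rosettes, at least 442-fold higher. *AP3*, a gene of petal and stamen identity, was at least 963-fold higher. *AP2*, a regulator of floral organs that is also active in leaves, rose by 1.22 on the log2 scale (standard error 0.17, adjusted p = 0.0110 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 10 genes of the gynoecium and ovule, 8 were higher and 1 was lower, and as many when adjusted over the list alone (adjusted p = 0.231 with an estimated correlation). *SHP1* and *SHP2*, which act in carpels and fruits, were at least 67.4-fold higher and higher by 6.68 on the log2 scale (standard error 0.33). The gene that fell was *BEL1*, a homeobox gene of ovule integuments, with a log2 fold change of -1.50 (standard error 0.37, adjusted p = 0.0413 from edgeR) that did not pass without scaling beyond library totals.

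Of 14 genes of the tapetum and pollen wall, 13 were higher, and as many when adjusted over the list alone (adjusted p = 0.224 with an estimated correlation). The tapetum regulator *AMS* had 1 read in each rosette and a ratio of 3,448 (95% counting interval 954 to 28,472), and *DYT1*, another tapetum regulator, was at least 12.1-fold higher. *MS1* had a log2 fold change of -0.63 (adjusted p = 0.117 from edgeR). All 5 tested genes of mature pollen were higher, over all genes and when adjusted over the list alone (adjusted p = 0.224 with an estimated correlation). Among them, the pectin methylesterase gene *PPME1* was at least 3,379-fold higher and the arabinogalactan protein gene *AGP6* was higher by 9.44 on the log2 scale (standard error 0.32). Of 9 meiosis genes, 5 were higher (6 when adjusted over the list alone; adjusted p = 0.426 with an estimated correlation). These included the cohesin gene *SYN1*, at least 25.1-fold higher, the chromosome axis gene *ASY1*, with a log2 fold change of 3.75 (standard error 0.49), and the sporocyte regulator *SPL*, at least 40.2-fold higher. The recombinase gene *DMC1* had a log2 fold change of 1.01 (adjusted p = 0.0759 from edgeR). The 10 largest increases had no read in either rosette. They included the pollen coat genes *GRP17* and *GRP19* (at least 12,484-fold and 10,579-fold higher), *PGA4*, a polygalacturonase gene (at least 8,654-fold), *ATA27*, an anther gene (at least 7,748-fold), and *VGDH2*, a pectin methylesterase gene (at least 4,271-fold).

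In all, 4,479 gene models were higher and 4,250 lower in the inflorescences, so that 51.3% of the calls were higher. Differences of read length and plant stage cannot be told apart from those of tissue in these calls. Without scaling beyond library totals this share was 77.5% and the median log2 fold change of all tested models was 0.68, against 0.09 with TMM. More models passed in both directions without rosette replicate 1, where the lone rosette library is assumed to vary like the inflorescences. Without inflorescence replicate 1 or 2, 896 and 1,076 models passed, and 25 and 24 of the 41 genes named for this comparison that had passed no longer did.

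**Figure D3:**
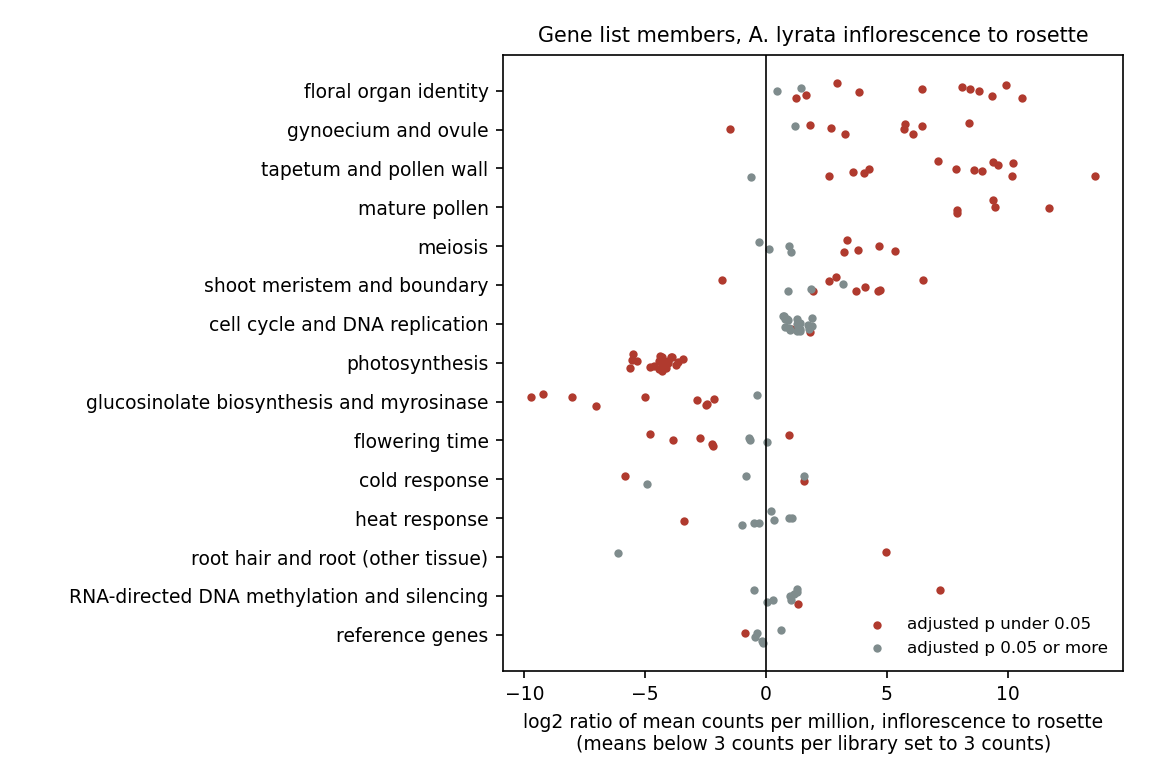
Log2 ratio of mean CPM, inflorescence to rosette, for the members of each gene list (1 point per gene model; 2 libraries per tissue). Members of the floral, tapetum and pollen lists lie mostly right of 0, and all 23 photosynthesis models lie left of it.

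**Figure D4:**
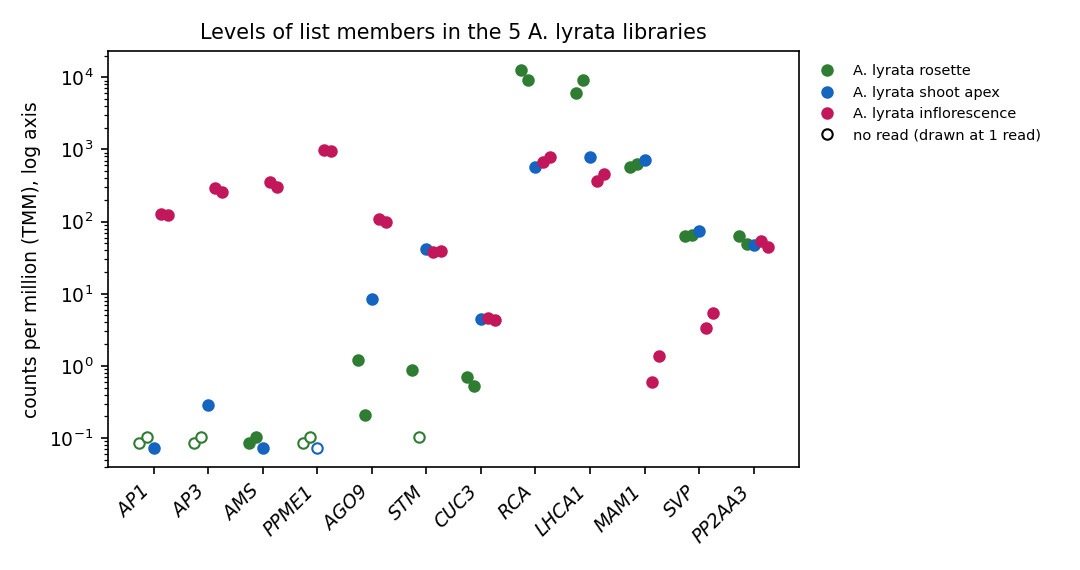
CPM (log axis) of 12 list members in each of the 5 *A. lyrata* libraries. *AP1*, *AP3* and *PPME1* had no read in either rosette library (open circles, drawn at 1 read).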

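Photosynthesis genes and glucosinolate genes were lower in the inflorescences than in the rosettes. All 23 photosynthesis models tested fell, also when adjusted over the list alone (adjusted p = 0.224 with an estimated correlation), with a median log2 fold change of -4.30. *RBCS1B*, a small subunit of Rubisco, had a log2 fold change of -5.63 (standard error 0.44), Rubisco activase (*RCA*) of -3.90 (standard error 0.35) and the light-harvesting gene *LHCA1* of -4.21 (standard error 0.38), each with an adjusted p under 0.05 from edgeR's quasi-likelihood test. Reads of near-identical *LHCB1* copies cannot be assigned with certainty to 1 copy. Of 10 glucosinolate and myrosinase genes, 9 fell, and as many when adjusted over the list alone (adjusted p = 0.224 with an estimated correlation). *MYB28* and *MYB29*, regulators of aliphatic glucosinolate synthesis, had log2 fold changes of -5.00 (standard error 0.30) and -9.86 (standard error 0.76), and *MAM1*, which elongates the methionine side chain, had one of -9.24 (standard error 0.56). Of 9 flowering time genes, 5 were lower and 1 was higher, and as many when adjusted over the list alone (adjusted p = 0.231 with an estimated correlation). *SOC1*, an activator of flowering, had a log2 fold change of -2.22 (standard error 0.15) and *SVP*, a repressor, one of -3.87 (standard error 0.29). *FD*, a partner of the florigen, rose by 0.96 (adjusted p = 0.0491 from edgeR) and did not pass by DESeq2. The flowering repressor *FLC* had a log2 fold change of 0.02 (adjusted p = 0.954 from edgeR).

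Few of the stress and reference genes passed the test. Of 5 cold response genes tested, *COR47* rose by 1.55 (adjusted p = 0.0362 from edgeR) and *COR15B* fell, with a log2 fold change of -5.85 (standard error 0.74; 1,761 and 438 reads in the rosettes). Adjusted over the list alone, 2 were higher and 2 lower (adjusted p = 0.832 with an estimated correlation). *COR15A* had a log2 fold change of 1.57 (adjusted p = 0.0771 from edgeR). Of 8 heat response genes, the chloroplast chaperone gene *HSP21* was at least 10.7-fold lower and the other 7 did not pass, and none passed in edgeR when adjusted over the list alone (adjusted p = 0.832 with an estimated correlation). Rosette replicates 1 and 2 were unlike for some of them (*HSP70* 2,396 and 207 reads, *HSP90.1* 335 and 36). Only *HSP21* (7 and 14) and *HSP18.2* (11 and 13) had more reads in replicate 2. Of 6 reference genes, *ACT2* fell, with a log2 fold change of -0.87 (adjusted p = 0.0393 from edgeR) that did not pass without scaling beyond library totals, and none passed when adjusted over the list alone (adjusted p = 0.725 with an estimated correlation). *UBQ10* had a log2 fold change of 0.61 (adjusted p = 0.0618 from edgeR). The 10 largest decreases included *IGMT4*, an indole glucosinolate methyltransferase gene, with 811 and 2,896 reads in the rosettes and 0 and 1 in the inflorescences, and the Nudix hydrolase gene *NUDT6*, with 74 and 544 reads against 1 and 0.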

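Some genes of the shoot meristem, *STM* among them, were higher in both the inflorescences and the dissected shoot apices than in the rosettes. Of 12 genes of the meristem and organ boundaries tested, 8 were higher and 1 was lower in the inflorescences (9 and 1 when adjusted over the list alone; adjusted p = 0.426 with an estimated correlation). The rosette replicates were unlike for this list, with medians of 0.554 and 0.0750 CPM in replicates 1 and 2. *KNAT1* had 46 and 0 reads and *BOP1* 22 and 1, and only *CUC2* (7 and 10) had more in replicate 2. *STM*, which maintains the meristem, was higher by 6.38 on the log2 scale (standard error 0.84; 10 and 0 reads in the rosettes, 1,212 and 1,206 in the inflorescences). *WUS*, which maintains stem cells, was at least 26.2-fold higher. *CLV1*, the receptor kinase that restricts the stem cell population, fell, with a log2 fold change of -1.84 (standard error 0.22). In the shoot apex, 5 genes of this list were higher than in the rosettes (10 when adjusted over the list alone; adjusted p = 0.733 with an estimated correlation). They were *STM*, with a log2 fold change of 6.49 (standard error 0.89), the related homeobox genes *KNAT2* and *KNAT6*, with 5.39 and 2.71, and the organ boundary genes *CUC2* and *CUC3*, with 2.64 and 2.88. Photosynthesis models were lower in the shoot apex in 22 of 23 cases (23 when adjusted over the list alone; adjusted p = 0.733 with an estimated correlation). *COR15A* and *COR15B*, genes of cold-induced chloroplast proteins, had log2 fold changes of -6.51 (standard error 0.96) and -7.82 (standard error 1.22). Among the largest changes in the shoot apex were *SHI*, a regulator of auxin synthesis, with 5.02 (standard error 0.48), and the ferric reductase gene *FRO6*, with -8.25 (standard error 0.41). The genes named here for the shoot apex, which has 1 library, all lost their calls without either inflorescence replicate. They also lost them with the replicate number as a block and at the thresholds the paper gives for Cuffdiff.

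Dividing tissue and silencing genes were measured as well. Of 21 genes of the cell cycle and DNA replication, *CYCB1;4* (log2 fold change 1.83) and *PCNA1* (1.03) were higher in the inflorescences, and none passed in edgeR when adjusted over the list alone (adjusted p = 0.682 with an estimated correlation). All 21 had fewer reads in rosette replicate 2 than in replicate 1 (*CYCB1;4* 108 and 48 reads in replicates 1 and 2, *PCNA1* 160 and 105), so that the rosette mean rests on 2 unlike libraries. Of 10 genes of RNA-directed DNA methylation and silencing, 2 were higher (6 higher and 1 lower when adjusted over the list alone; adjusted p = 0.682 with an estimated correlation). All 10 had fewer reads in rosette replicate 2 than in replicate 1. The 2 higher genes were *AGO9*, an Argonaute of ovules, by 7.12 (standard error 0.63), and *DDM1*, a chromatin remodeler that silences transposons, by 1.30. Of 2 root genes tested, *COBL9*, which acts in root hair growth, had a ratio of 187 (95% counting interval 33.5 to 7,407), and 1 was higher and 1 lower when adjusted over the list alone (adjusted p = 0.682 with an estimated correlation).

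Between the shoot apex and the rosettes, 538 gene models were higher and 1,535 lower, so that 26.0% of the calls were higher (83.0% without scaling beyond library totals). With a rosette replicate left out, these counts rose. Without inflorescence replicate 1 or 2, edgeR called no model of this comparison (4,193 and 4,166 at an unadjusted p under 0.05), and DESeq2 on all libraries called 1,585 higher and 3,058 lower.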

For heat stress and recovery treatments we incubated three week old plants at 37°C for 6 hours or for an additional 48 hours at 21°C, respectively. Cold stressed samples were treated as described [6].

### Nucleic acids isolation and RNA-seq library preparation

DNA was isolated using Nucleon Phytopure kit (GE Healthcare). For total RNA isolation, samples were flash frozen in liquid nitrogen and used with Qiagen RNeasy® Plant Mini Kit, including an on-column DNase I digestion. Total RNA integrity was confirmed on the Agilent BioAnalyzer. Barcoded libraries were constructed using the Illumina TruSeq RNA kit with average of 1 *μ*g of total RNA as starting material. The manufacturer's protocol was precisely followed with one exception in the cold-treated samples where 12 PCR cycles were used instead of the recommended 15. The library quality was monitored on a Bioanalyzer 2100 (Agilent) and the libraries were sequenced as 100-bp single end reads using Illumina sequencing.

### RNA-seq read mapping and gene predictions

RNA-seq data was mapped to the *A*. *lyrata* reference genome assembly [1] using Bowtie v1.0.0 [26] and TopHat v2.0.10 [27]. Cufflinks v2.0.2 [22] was used for *de novo* transcript identification in all tissues separately. Cuffmerge (from the Cufflinks suite) was used to merge transcript annotation files obtained for three tissues separately. In addition, all short reads were aligned to the reference assembly of *A*. *lyrata* using BLAT v.34 [34] to generate an evidence file for guided gene prediction using Augustus v3.0.0. *A*. *lyrata* specific configuration file was generated using the version-1 annotation. To estimate agreement between Augustus and version-1 gene models, gene models with > = 30% overlap (in respect to the shorter gene model) were considered. Gene models supported by five or more RNA-seq reads were considered as expressed irrespective of gene length.

To identify cases where wrong gene models were introduced in version-2, we first compared version-2 proteins (23,181 comparable proteins) with corresponding version-1 proteins. A total of 1,037 proteins were identified as outliers, where protein length difference was outside the range of +/- standard deviation of the distribution of length differences. For these cases version-1 and version-2 protein sequences were further compared against the proteins of their orthologs in *A*. *thaliana* [29] and *C*. *rubella* [4]. If both orthologs were more similar in length to the protein of version-1, the respective version-2 gene model was replaced with version-1.

### Ortholog identification

Orthologous gene identification for both version-1 and version-2 was done separately at protein level using reciprocal best hits using blastall v2.2.25 [35] and an e-value cutoff 0.001 among five Brassicaceae species.

### Identification of TE genes in version-2

Version-2 gene models harboring complete TEs [14] within their coding regions or were entirely spanned by a TE were annotated as “TE coding genes”. In addition 3,909 *A*. *thaliana* TE genes [25] and TIGR Brassicaceae specific repeat database [36] were used to identify TE genes using blastn v2.2.25 [35].

### cDNA preparation and PCR

Plants were grown on soil under long day conditions until the five-leaf stage reached after approximately three weeks. cDNA samples were prepared from 1 *μ*g total RNA of mock-treated rosettes using RevertAid First Strand cDNA Synthesis Kit with oligo d(T) primers (Thermo Scientific). Reverse transcriptase minus samples were processed in the same way without enzyme addition. PCR reactions were done in an Eppendorf thermal cycler using a standard program and the products were visualized on agarose gels stained with ethidium bromide. The PCR primer sequences can be found in S5 Dataset.

### Differential gene expression and alternative splicing

Cufflinks [22] was used to calculate differential gene expression level (FPKM) with p-value < 0.01 and log2-fold change difference of more than 2. MATS [33] was used to investigate differential splicing events with over 0.01% splicing difference at a p-value < 0.01 and a false discovery rate of less than 1%. To control for false positives, genes with 10,000 fold or more expression difference were excluded.

## Supporting Information

S1 Dataset Supplementary figures.

S2 Dataset General feature formatted (GFF) file describing version-2 annotation.

S3 Dataset GFF file describing genes that were removed from version-1.

S4 Dataset Table describing the mapping of version-1 to version-2 gene models.

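The copy of S4 Dataset used here holds the first 1,999 of its 37,043 rows, which cover scaffold 1 up to 7,305,287 bp. It names 1,849 version-2 gene models. Of these, 1,125 (60.8%) have a model with the same coordinates in the deposited annotation, in most cases under another identifier, since 13 share both coordinates and identifier. For the split locus of Fig 2A, S4 Dataset pairs the version-1 model fgenesh2_kg.1__1201__AT1G11120.1 (4,426,087 to 4,430,513) with AL1G22110 and AL1G22120, without marking them as split. In the part held, 72 version-1 models are marked as merged into 34 version-2 models and 5 as split into 18. The version-1 models in it had a median length of 1,783 bp and the version-2 models one of 2,085 bp.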

S5 Dataset Primer information for gene model validation.

# Supplementary material for: Improving the Annotation of Arabidopsis lyrata Using RNA-Seq Data
**Source:** PLoS One. 2015 Sep 18;10(9):e0137391. doi: 10.1371/journal.pone.0137391
**Supplement:** S1 Dataset

Improving the annotation of *Arabidopsis lyrata* using RNA-seq data

# Supplementary figures

Rawat *et al.*

#

## Fig A | Examples of incorrectly annotated gene models in version-1 of *A. lyrata* gene annotation.

**(A)** A gene model was entirely missing, but its locus shows clear evidence of transcription and splicing based on RNA-seq alignments. **(B)** The boundaries of two gene models do not include the full extent of the transcribed region. 

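Al_scaffold_0001_1048 is the version-1 model at 4,146,404 to 4,147,103 on scaffold 1, a span of 700 bp. The deposited version-2 annotation has the Augustus model AL1G21210 at this place, on the reverse strand from 4,146,112 to 4,147,543 (1,432 bp), with the *A. thaliana* ortholog AT1G10590. It has 3 exons, of 63 bp (4,147,481 to 4,147,543), 245 bp (4,146,842 to 4,147,086) and 483 bp (4,146,112 to 4,146,594). The 63 bp exon lies outside the version-1 span. AL1G21210 had 596 and 685 reads in the rosettes, 749 in the shoot apex and 1,553 and 1,513 in the inflorescences.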

In the case of Al_scaffold_001_1048, an entire exon was missing in version-1.

## Fig B | Workflow for incorporating RNA-seq data into the version-2 annotation.

##

## Fig C | Validation of gene models merged in version-2 annotation by reverse transcription PCR.

**(A)** Schematic drawing of two gene models in version-1 that were merged into one in version-2. PCR primers were designed to span regions predicted as intergenic in version-1. gDNA, genomic DNA; cDNA, complementary DNA, RT-, reverse transcription reaction without reverse transcriptase. ** indicate cases where gDNA reaction did not work, most likely due to large amplicon size (2.4 – 5 kb). **(B)** Validation of version-2 gene model combining three version-1 gene models. The principle follows description in (A), except that both junctions are validated (A and B).

## Fig D | Validation of gene model splits in version-2 by reverse transcription PCR.

**(A)** The scheme shows version-1 gene models that were split in version-2. PCR amplicons A and B were designed to target cDNA sequences common to both annotations, while amplicon C spanned a region predicted as intergenic in version-2. gDNA, genomic DNA; cDNA, complementary DNA, RT-, reverse transcription reaction without reverse transcriptase. **(B)** Additional cases tested using strategy described in (A) where only amplicon C was tested.

##

## Fig E | Orthologs with five other Brassicaceae based on version-1.

## Fig F | Genome space comparison between version-1 and version-2 annotation.

How the deposited data were processed for this re-analysis (not part of the article)

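The deposited data cover poly-A RNA of *A. lyrata* MN47 in 5 libraries (2 of vegetative rosettes, 1 of dissected shoot apices, 2 of complete inflorescences) and of *A. thaliana* Col-0 rosettes in 2 libraries, sequenced as single-end reads without strand information, together with the version-2 annotation. The other libraries of Table 1 were not analysed here. Samples were grouped by species and tissue as labelled. The labels of the 2 *A. lyrata* rosette libraries do not name their rows in Table 1, and no row was assigned to them. For each *A. lyrata* gene model and each *A. thaliana* gene, the authors deposited raw counts of reads. TAIR10, FastQC and TopHat are named in the submitters' processing notes without versions, and the paper gives different versions of TopHat and Bowtie in its results and its methods. The tool that counted the reads is not named there, and no rule for reads on overlapping models was found. The scaled values that the authors deposited for *A. lyrata* are headed RPKM, but each equals its count times 1 constant per library (within 1% in every case), so they are RPM, reads scaled to a library total, and hold no gene length. The deposited values for *A. thaliana* are RPKM, scaled to the kilobases of genomic span and to the library total. The scaled values were used only to derive the library totals, and all levels here come from counts. CPM are counts scaled to the total counted in gene models. In the comparisons of tissues (mean levels, lower bounds of folds and their figures) this total carries the TMM factor.

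Reads counted in gene models numbered 14,440,792 and 13,340,336 in the *A. lyrata* rosettes, 10,556,736 in the shoot apex, 28,347,972 and 26,047,279 in the inflorescences, and 15,981,384 and 12,667,832 in the *A. thaliana* rosettes. The floor of 3 counts per library corresponds to 0.208, 0.225, 0.284, 0.106 and 0.115 CPM in the *A. lyrata* libraries and to 0.188 and 0.237 CPM in the *A. thaliana* ones. Shares carry exact (Clopper-Pearson) 95% intervals, which describe counting error and not biological variation.

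Tissues of *A. lyrata* were compared by edgeR 4.0.16 (limma 3.58.1, R 4.3.3) in 1 fit of all 5 libraries: filterByExpr, TMM factors (0.801 and 0.722 for the rosettes, 1.32 for the shoot apex, 1.12 and 1.17 for the inflorescences), glmQLFit and glmQLFTest with 1 mean per tissue, and Benjamini-Hochberg adjusted p under 0.05. Of 32,793 gene models, 25,465 were tested. The biological coefficient of variation was 0.303, with 2 residual and 2.32 prior degrees of freedom. Standard errors were derived from the test, as the absolute log2 fold change divided by the square root of its quasi-likelihood F statistic. The same code was tested on simulated data with known changes, drawn from these libraries. Gene lists were tested with camera, with its preset and with an estimated correlation between genes. Only the p values with the estimated correlation are given, adjusted over the 15 lists. They rest on 2 residual degrees of freedom, and the lowest by camera in any comparison was 0.224. Such a test can hardly pass, so these values do not argue against a change in a list. Annotation, levels and figures were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

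From the deposited annotation were counted gene models by source and by the field that marks a model as containing a TE, here called TE coding, as well as transcripts, exons, UTRs, lengths, covered bases, differences between the first 2 transcripts, tRNA and miRNA genes and steps in the identifiers. A model was multi-exonic if at least 1 transcript had more than 1 exon, and expressed in a library with at least 5 reads. The mode of gene length is the middle of the fullest 100 bp bin. Models were paired with those of S3, S4 and S5 Datasets by coordinates, with an overlap of at least 30% of the shorter model, since most identifiers differ. Only the first parts of S3 and S4 Datasets were used. The *A. thaliana* genes, their symbols and lengths come from the reference annotation of the TAIR10.1 assembly. No *A. lyrata* genome sequence was used, so amplicon lengths of the PCR were not computed.

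The 15 lists of *A. thaliana* genes, the tests and the alternatives were fixed before the data were examined. The lists cover floral organ identity, gynoecium and ovule, tapetum and pollen wall, mature pollen, meiosis, shoot meristem and boundary, cell cycle and DNA replication, photosynthesis, glucosinolates, flowering time, cold response, heat response, root, RNA-directed DNA methylation and silencing, and reference genes. After the data were seen, 3 lists with 27 genes were added, of morning clock genes, evening clock genes and anthocyanin genes. Named are the genes of the paper and of S5 Dataset, 2 to 4 examples per list in the order of the list, the 10 largest changes in each direction with a mean log2 CPM above 3 and no overlap between the libraries of the 2 tissues, the 5 models with the highest level in each tissue and the 3 highest TE coding models. Further genes named for counts of 5 or fewer, or as examples among the PCR loci and the miRNA genes, were chosen after their values were seen.

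Alternatives for the tissue comparisons were the replicate number as a block, DESeq2 1.42.0, RLE factors, no scaling beyond library totals, no filter, a stricter filter (at least 10 reads in every library of a replicated tissue), the thresholds the paper gives for Cuffdiff (0.01, here for the adjusted p, and an absolute log2 fold change of 2), each replicate left out in turn, only the replicated libraries, and TE coding models left out. A change of pseudocount was planned for scaled values only and was not needed for counts. Alternatives for the annotation were other bins, the longest or first transcript, coding segments in place of exons, other definitions of a missing UTR, sums over transcripts, and TE coding models included. For expression they were minimums of 1 read, 10 reads and 1 CPM.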

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

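The tests on missing genes and on the time of harvest were set before their results were seen, and the test on shoot apex tissue after. The paper does not report expression in the *A. thaliana* rosettes or differences in expression between these tissues and replicates of *A. lyrata*. In the *A. thaliana* rosettes, 69.5% and 70.9% of the 26,712 protein coding genes in the count table had at least 5 reads, and 72.2% had them in either library. Between the tissues of *A. lyrata*, 4,479 gene models were higher and 4,250 lower in the inflorescences than in the rosettes by edgeR. These counts ranged from 671 without inflorescence replicate 1 to 8,017 without rosette replicate 1, and from 225 to 6,398 without the same replicates.

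A set of genes set the 2 rosette replicates of *A. lyrata* apart. In replicate 1, 127 gene models had at least 50 reads that had at most 3 in replicate 2, and 8 models showed the opposite, at counted totals of 14,440,792 and 13,340,336 reads. Between the inflorescence replicates there were 2 and 5 such models, and between the *A. thaliana* rosettes 5 and 36. Of the 127 models, 54 had at least 50 reads in each of the shoot apex and inflorescence libraries. Examples, chosen after their values were seen, are the anthocyanin genes *DFR* (253 and 0 reads), *LDOX* (399 and 1) and *GSTF12* (165 and 1). Clock genes, in lists also written after this pattern was seen, moved in opposite directions. The median log2 ratio of replicate 2 to replicate 1 was -4.20 for 6 morning genes (*CCA1* 663 and 18 reads, *LHY* 447 and 16) and 4.23 for 7 evening genes (*TOC1* 114 and 4,541 reads, *LUX* 14 and 611).

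The tables argue against shoot apex tissue in replicate 1 as the whole cause of the 127 models, since 41 of them (32.3%) had more CPM in that rosette library than in the shoot apex library, and *STM* reached 1.24% of its level in the apex. Genes missing or changed in the plants of replicate 2 stay open. Of the 127 models, 15.0% had another such model among the 5 on either side, against a 95th percentile of 7.87% in 10,000 random lists. This excess cannot decide, since the random lists were not matched for neighbouring genes that vary together. Some of the 127 stand in 1 tight run (AL7G30400, AL7G30420, AL7G30430, AL7G30440 and AL7G30460). The 9 anthocyanin genes not looked at before had a median log2 ratio of -1.80. This median passed the limit set beforehand for arguing against missing genes. Its 95% interval, which was not part of that limit, reaches up to -0.32 and so takes in values that do not pass. With the excess of neighbours pointing the other way, no conclusion was drawn. Harvest at different times of the day may also play a part, since the medians of the morning and evening clock genes lay 8.44 apart, where a distance under 1 would have argued against it. Whether it accounts for the 127 models was not tested. The design names no condition that differs between the 2 rosette replicates, so beyond these tests no biological explanation was tested.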

How the results depend on the processing

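No test or setting in this part was chosen after the results were seen, and for each value given here as changed the cause was not tested, unless stated. The numbers of gene models and of isoform kinds, the numbers of all protein coding models (in any and in every library) and of TE coding and other models (in any library) expressed at other read minimums, and all tissue counts under RLE factors, no filter, the stricter filter and, where they give a value, only the replicated libraries or TE coding models left out stayed within 1.5 times the value reported. The mode of gene length was 1,575.5 bp with 50 bp bins, 1,500.5 bp with 200 bp bins and 1,566 bp by kernel density. With TE coding models, which add genes by construction, the median length was 2,085 bp, the median coding region 344.5 codons, and genes, coding regions, UTRs and introns covered 81.2, 40.3, 11.4 and 29.2 Mb. Without TE coding models, the median coding region of the longest transcript was 334 codons, and summed over transcripts, which counts shared bases again, these 4 classes came to 66.2, 35.4, 10.9 and 25.8 Mb. Models without a 5′ UTR made up 0.911%, without a 3′ UTR 0.940% and without either one or the other 1.34%. Across models with at least 10 reads, Pearson's r between replicates fell to 0.931 (*A. lyrata* rosettes), 0.989 (inflorescences) and 0.942 (*A. thaliana* rosettes). Higher and lower counts by edgeR follow. With no scaling beyond library totals, 9,824 models and 765 TE coding models were higher in the inflorescences than in the rosettes, and 5,473 models higher in the shoot apex. DESeq2 called 1,585 and 3,058 models for the shoot apex against the rosettes (534 and 1,532 shared with edgeR) and 1,797 higher against the inflorescences (1,003 shared). At the paper's Cuffdiff thresholds the inflorescences against the rosettes had 1,437 and 1,366 models, 103 and 112 TE coding models and 37 list members higher, the shoot apex 119 and 487 against the inflorescences and, by edgeR, 0 and 0 against the rosettes (7,896 at an unadjusted p under 0.05 and no limit on the fold change; DESeq2 at the thresholds used throughout as above). Leaving out each replicate in turn, the inflorescences against the rosettes had 671 to 8,017 models higher and 225 to 6,398 lower, 42 to 613 and 18 to 538 TE coding models, and 25 to 95 and 6 to 49 list members. In the same settings edgeR gave 0 to 4,913 and 0 to 5,814 models for the shoot apex against the rosettes and 0 to 5,327 and 0 to 7,110 against the inflorescences. The counts of 0 came without inflorescence replicate 1 or 2 (4,193 and 4,166 models at an unadjusted p under 0.05 against the rosettes, 3,768 and 3,879 against the inflorescences), and the rise came without rosette replicate 1 or 2, where the lone library is assumed to vary like the other tissue. Models called with all libraries were kept at 4,441 higher and 4,208 lower without rosette replicate 1. With the replicate number as a block, edgeR called 0 and 0 models for the shoot apex against the rosettes (6,024 at an unadjusted p under 0.05, and DESeq2 without the block as above). Against the inflorescences it called 316 and 964 with the block. The differences between replicates 1 and 2 in the rosettes and in the inflorescences had a correlation of 0.108 across genes. A pairing by number is therefore not shown. Of the 46 genes named for inflorescences against rosettes, 41 were called and none reversed in a setting that tested it. Of the 41 calls, 0 were lost with RLE factors, 1 each by DESeq2, with no filter and with only the replicated libraries (*FD* in all 3), 2 with no scaling beyond library totals, 4 with the block, 12 at the paper's thresholds, 25 without inflorescence replicate 1 and 24 without replicate 2. The 9 genes named for the shoot apex against the rosettes lost their calls with the block, without either inflorescence replicate and at the paper's thresholds, and *CUC2* did with no filter. In the simulated data, with 66 to 67 of 25,465 genes changed by each amount, 12.1% of changes of 1 on the log2 scale were found. Far more models were called in the real comparison, so this share need not hold there.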

Differences from the paper's values

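The deposited annotation and the version-2 models that the paper lists are not the same set: of 1,849 version-2 models in the part of S4 Dataset used here, 1,125 have a deposited model with the same coordinates and 13 also share its identifier. The values below set these 2 sets side by side, and no cause of a difference was tested. The paper counts 2,089 TE protein coding genes, and the deposited annotation marks 4,200 models as containing a TE; no alternative set before the data were examined applies to this number. The paper's version-2 annotation has 13% more gene models than *A. thaliana*, against 1.16% here without TE coding models. The count here includes 312 Cufflinks models that carry no coding region. With TE coding models, an alternative set before the data were examined, the value was 16.5%, within 1.5 times the paper's. Of version-1 models the paper included 1,430, and 305 stand in the deposited annotation under the source JGI. The paper's number leaves out further version-1 models that it put back after comparing lengths with orthologs. The source JGI may hold both kinds, so the numbers are not of like sets. No alternative set before the data were examined applies. Gene models without 3′ and 5′ UTR make up 5% in the paper and 0.510% here. All alternatives set before the data were examined still differ from the paper's value: 0.911% without a 5′ UTR, 0.940% without a 3′ UTR, 1.34% without either one or the other, 0.510% in the first transcript and 0.494% with TE coding models. The numbers of tRNA genes (660) and miRNA genes (170) equal the paper's.

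For Fig 4 the paper describes a middle exon of AL3G42820 that is lacking in a second isoform. The deposited model with this identifier has 1 exon of 876 bp and no read in any of the 5 *A. lyrata* libraries. S5 Dataset gives other identifiers than the deposited annotation for models with the same coordinates, so whether the deposited AL3G42820 is the gene of Fig 4 is not known, and the same holds for AL2G15640. The deposited AL2G15640, an identifier described with a retained intron, has 2 exons and 1 transcript. S5 Dataset exchanges the orthologs of the 2 models at 3 split loci relative to the deposited annotation, which lists AT1G03370 for AL1G12820, *DCL2* for AL3G12880 and AT5G08305 for AL6G18470. The PCR design for the merged locus of Fig 2B lists a shorter product from cDNA than from genomic DNA, while the deposited model AL1G27640 has 1 exon.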

Other observations

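Rosettes of *A. thaliana* and *A. lyrata* had similar ranks of expression across orthologs. Over 22,051 pairs, Spearman's rho of the mean level was 0.891, a correlation across genes that are not independent replicates, and 15,820 pairs had at least 5 reads in all 4 rosette libraries. A further 347 had at least 5 reads in both *A. thaliana* libraries and at most 3 in each *A. lyrata* rosette. Light-harvesting and Rubisco genes led in *A. thaliana*: *CAB1* had 355,741 and 220,011 reads, *RBCS1A* 355,355 and 202,891, *LHCA4* 179,147 and 118,378, *CAB2* 187,819 and 96,255, and *RCA* 157,090 and 105,336. The median level of 24 photosynthesis genes was 5,193 and 3,982 CPM in the *A. thaliana* libraries. That of the 23 *A. lyrata* models matched to them was 4,332 and 4,911 CPM, with the model shared by *LHCB1.1* and *LHCB1.2* taken once. Glucosinolate genes had medians of 39.1 and 153 CPM in *A. thaliana* against 146 and 163 CPM, and cold response genes 14.9 and 220 CPM against 53.4 and 21.6 CPM. Floral organ identity genes had medians of 0.188 and 1.97 CPM in *A. thaliana* and 0.138 and 0 CPM in *A. lyrata*. The 2 tables were made against different annotations, and no test was made between them.

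Genes of flowers and pollen were lower in the dissected shoot apices than in the inflorescences. In this comparison, 8 of 13 floral organ identity genes were lower in the shoot apex (11 lower when adjusted over the list alone; adjusted p = 0.273 with an estimated correlation, in edgeR). *AP1* had 1 read in the apex and 4,069 and 3,720 in the inflorescences, and *AG* had 1 against 2,755 and 3,410. Of 14 genes of the tapetum and pollen wall, 11 were lower (13 over the list alone; adjusted p = 0.236), of 5 genes of mature pollen all 5 (5; 0.236), and of 10 genes of the gynoecium and ovule 7 (8; 0.273). *AMS* had 1 read against 11,151 and 9,072. Glucosinolate genes went the other way, with 8 of 10 higher in the apex (8 higher and 1 lower; 0.273), among them *MAM1* (9,799 reads against 19 and 42) and *MYB28* (3,555 against 180 and 228). Of 9 flowering time genes 3 were higher (4; 0.273), and *SVP* had 1,042 reads against 108 and 165. In all, edgeR called 1,015 models higher and 2,225 lower in the shoot apex than in the inflorescences, so that 31.3% of the calls were higher (42.9% without scaling beyond library totals). It called none without inflorescence replicate 1 or 2 (3,768 and 3,879 at an unadjusted p under 0.05), while DESeq2 on all libraries called 1,797 and 3,270.

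The models with the highest levels in the shoot apex were the tubulin gene *TUA2* (54,065 reads), the peroxidase gene *PRXR1* (45,357), AL1G39200 with the ortholog AT5G05020 (43,850 reads, against 4 and 7 in the inflorescences), the glutathione transferase gene *GSTU20* (36,423) and the vegetative storage protein gene *VSP1* (35,573). In the inflorescences they were *AAS*, an aromatic aldehyde synthase gene (240,226 and 113,777 reads), the beta-glucosidase gene *BGLU18* (146,979 and 109,772), *GRP17* (110,948 and 108,667), *sks13* (106,105 and 87,607) and the lipid transfer protein gene *LP1* (105,852 and 81,955). *BGLU18* also set the rosettes apart, with 49,890 and 2,928 reads.

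Pearson's r of log2 CPM across genes was 0.966 between the *A. lyrata* rosettes, 0.993 between the inflorescences and 0.976 between the *A. thaliana* rosettes. The shoot apex had 0.935 and 0.896 with the rosettes and 0.839 and 0.840 with the inflorescences. The library totals that the authors' scaled values imply for the inflorescences, 34,769,182 and 32,146,833, are both larger than the number of raw reads that Table 1 lists for an inflorescence library.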
